A study of Homo sapiens with 2 samples. Its data were reported in "α-Ketoglutarate promotes trophectoderm induction and maturation from naive human embryonic stem cells" (2025).

How the data were processed

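H9 human ES cells, an established line, were grown in a medium that keeps them in a naive state resembling the pre-implantation epiblast (nES cells). Single-cell RNA was measured by droplet sequencing of 3′ ends with unique molecular identifiers (UMIs), in 4 conditions that differed in dm-αKG, a dimethyl ester of α-ketoglutarate that enters cells, and in medium. The nES cells were grown without feeder cells for 48 h and then received 0 or 4 mM dm-αKG for 24 h. For the hiTS conditions, nES cells received 0 or 4 mM dm-αKG for 24 h in naive medium and were then moved for 72 h to a medium that induces human trophoblast stem cells (hiTS cells). Per the labels, the controls at 0 mM received DMSO. Each condition was 1 culture, tagged with its own hashtag antibody. All 4 were sorted and loaded together in 1 droplet lane, which was deposited as 2 samples, the RNA library and the hashtag library.

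The authors deposited raw UMI counts per gene and cell, both as a matrix of all called cells and as a table per condition. Per the labels and the study's methods, reads were demultiplexed with bcl2fastq 2.20.0.422, and UMIs were counted with Cell Ranger 6.1.2 against GRCh38. In Seurat 4.3.0 the authors then dropped genes seen in fewer than 3 cells and kept the cells called as carrying 1 hashtag. The deposited tables were not filtered on depth or mitochondrial content. The matrix held 8316 barcodes, 36601 genes and 4 hashtags, and the tables held 7001 of these barcodes and 24391 genes. Counts in the tables were checked against the matrix and 0 entries differed. The most frequent hashtag of every tabled cell was the one that the labels give for its condition. The 1315 barcodes in no table were not used.

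Cells with at least 7000 UMIs and at most 15% mitochondrial counts were kept, the thresholds of the study's methods. This left 5346 cells and 137335259 UMIs. Barcodes that the authors' hashtag step called as carrying more than 1 hashtag were absent from the tables. Doublets within a condition carry 1 hashtag and could not be removed that way, and no doublet caller was run. Of the 1315 barcodes in no table, 994 had at least 20% of their hashtag UMIs from a second hashtag, but their median of 7044 UMIs lay below that of tabled barcodes (20210). They were therefore not read as doublets, and no doublet rate is given from them. Among tabled cells, 7 had such a second hashtag and were not removed. The gate of the sort was not given in the sources used here.

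Kept cells were summed per condition, and genes were compared as the log2 ratio of CPM (UMIs of a gene scaled to the same total for every condition) after adding 1 UMI to each sum. With 1 culture per condition there was no replicate and no test. Ranges beside a sum or a ratio are exact 95% Poisson intervals, those beside a share are exact 95% Clopper-Pearson intervals, and both cover counting error only, not the variation between cultures. The Poisson intervals also leave out the variation between cells. Where a count was 0, its limit was taken as 3 counts. The same limit gives the bound for a ratio against 0, with the other count taken as exact, so it is not a 95% bound.

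The design, the gene lists, the cell type markers, the rule for named genes and all but 1 of the other settings tried were fixed before the data were examined. Chosen later were the list that stands for each comparison across alternatives (TE, core pluripotency or mural TE), the size at which opposite directions were set aside for a closer look, the comparisons within cluster 8 and among cells below 7000 UMIs, and the restriction to nES cells with at least 20000 UMIs and at most 6% mitochondrial counts. Named genes were, for each comparison, the 10 with the highest and the 10 with the lowest log2 ratio among genes of at least 50 CPM on either side, without clone-named, LINC, mitochondrial and ribosomal protein genes. To these were added up to 4 members of each list at 20 CPM or more with the largest absolute log2 ratio, and a fixed set of lineage, metabolic and pluripotency genes. A list member was measured where the compared sums held at least 20 UMIs together, and was counted as higher or lower beyond a log2 ratio of 0.5. For each list the median log2 ratio was given with a range from 1000 Poisson redraws of the counts. Its place was described by its percentile among 10000 random lists of the same size drawn from 20 bins of mean expression, which is not a p-value.

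There were 38 lists. Lineage lists covered core, naive and late (primed) epiblast pluripotency, TE and trophoblast, polar TE and mural TE (both chosen by the study from embryo data), cytotrophoblast, syncytiotrophoblast, extravillous trophoblast, primitive streak, extra-embryonic mesoderm, fibroblast, amnion, primitive endoderm and 8-cell-like genes, and 3 early epiblast genes that the study named on these samples. Metabolic lists covered the TCA cycle, pyruvate and acetyl-CoA supply, glycolysis, oxidative phosphorylation, cholesterol synthesis and fatty acid synthesis. Signalling and stress lists covered targets of HIF, ATF4, NRF2, p53 and YAP, immediate early genes, endoplasmic reticulum stress, heat shock and mitochondrially encoded genes. The remaining lists held histone acetyltransferases, histone deacetylases, α-ketoglutarate-dependent demethylases, DNA methylation genes, apical polarity and junction genes, and the S and G2/M genes of Seurat.

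Cells of all conditions were clustered together in Seurat 5.3.0 as the study's methods describe (log normalization, 2000 variable features, 20 principal components, resolution 0.5), which gave 8 clusters. A cluster was called after a cell type only where at least 3 of that type's markers were detected at 20 CPM and its 10 leading genes did not hold more markers of another type. Cluster 7 met both conditions for late epiblast, but 0 markers of any type were at least 1 log2 unit above the clusters of other types in it, and it was left unnamed on that ground after the clusters were seen. Names were rebuilt here and differ in kind from the study's projection onto embryo reference data. Shares of cells with a UMI for a gene, and the trophoblast score, were computed after thinning every cell at random to 7000 UMIs, so that depth did not set them. The kept cells all had at least 7000 UMIs, so thinning left none out. The score was, per cell, the mean log1p of UMIs per 10000 of the TE list minus the same mean of the core pluripotency list.

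The ratios and list percentiles were tested on simulated data drawn from the real sums with Poisson counting error only. Coverage near 95% follows from that setting, so it checks the computation and not the spread between cells or cultures. In each of the 3 main comparisons, all 50 genes at each simulated log2 ratio of 1, −1, 2 and −2 were estimated within 0.25 of it. The intervals held the true ratio for 95.4% of 15735 genes in hiTS control against nES control, 95.8% of 15082 genes for dm-αKG in nES cells and 96.2% of 16403 genes for dm-αKG in hiTS cells. Of 200 unchanged lists, 193, 193 and 189 lay in the central 95% of random lists in these comparisons.

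Alternatives covered the scaling of the sums, the weight of cells, the filters on cells and list members, the cells with the most UMIs, the clustering and its resolution, thinning, and restriction to 1 cell class. Gene positions came from GENCODE 44 on GRCh38. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, matplotlib 3.10.9 and R 4.3.3 were used. The study's tests over single cells were not repeated, because they treat cells as replicates.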

Results

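The 4 conditions asked what dm-αKG does to nES cells while they stay in naive medium, and what the same exposure does to the cells that later form hiTS cells. After filtering there were 1158 control nES cells (33188867 UMIs, median 26682 per cell) and 900 nES cells with dm-αKG (22446625 UMIs, median 23332). There were 1577 control hiTS cells (39381239 UMIs, median 22793) and 1711 hiTS cells from treated nES cells (42318528 UMIs, median 22405). The filters kept 70.0% of the tabled control nES cells and 55.7% of the treated ones, against 85.2% and 90.9% of control and treated hiTS cells. Among nES cells, 378 control and 679 treated cells lay under 7000 UMIs. Each condition was a single culture, so no value below has a replicate and ranges in brackets are 95% counting intervals. At these depths counting error was small for most genes, and the spread between cultures was not measured.

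Control cells, which received DMSO per the labels, were compared first between naive medium and hiTS medium, to see which programmes differed after 72 h. Trophoblast genes and genes of the later, primed epiblast were both higher in hiTS cells, and naive pluripotency genes were lower. The TE and trophoblast list had a median log2 ratio of 1.84 [1.76 to 1.92], with 11 of 16 members higher and 1 lower. The late epiblast list stood at 1.98 [1.65 to 2.08], with 12 of 15 higher and 0 lower. The naive list stood at −1.62 [−1.66 to −1.48], with 14 of 16 lower, and the core pluripotency list at −0.91 [−0.98 to −0.86], with 9 of 13 lower. All 4 medians lay at percentile 0 or 100 of matched random lists.

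Among trophoblast genes, the simple-epithelium keratin KRT18 had 2545 CPM in hiTS and 474 CPM in nES cells, a log2 ratio of 2.42, and its partner KRT8 stood at 2.37. CDX2, an early TE transcription factor (ENSG00000165556, chromosome 13, 27960918 to 27969315), had 38.4 against 4.94 CPM, 2.95 [2.73 to 3.20]. The basic helix-loop-helix factor HAND1 stood at 2.28. The TE factors GATA3 (ENSG00000107485, chromosome 10, 8045378 to 8075198) and GATA2 (ENSG00000179348, chromosome 3, 128479427 to 128493201) did not follow. GATA3 was at −0.41 [−0.54 to −0.28] and GATA2 at 0.06 [−0.08 to 0.20], and 10.9% of control nES cells lay in a TE-like cluster that held GATA3. Cytotrophoblast genes had a median of 0.58, syncytiotrophoblast genes 0.85 over 3 measured members, and extravillous trophoblast genes 1.01. The polar TE list was near 0 (0.11, 7 of 22 higher and 7 lower) and the mural TE list stood at 0.33, with 9 of 25 higher and 9 lower. The TE-like nES cluster held 384 of 401 NR2F2 UMIs and 672 of 682 CCKBR UMIs of control nES cells. Its control cells stood above TE-like control hiTS cells for polar TE genes (1.51, 18 of 22 higher and 1 lower). The polar TE value for whole cultures therefore does not show how hiTS cells differed from the other nES cells.

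Naive genes were lower by wide margins. The naive-state growth factor FGF4 stood at −3.66, DPPA3, an oocyte and naive-cell factor, at −2.32, KLF4 at −1.95 and KLF17 (ENSG00000171872, chromosome 1, 44118821 to 44135140) at −1.81 [−2.06 to −1.57]. Of the core factors, NANOG (ENSG00000111704, chromosome 12, 7787794 to 7799146) had 45.7 against 150.5 CPM, −1.72 [−1.80 to −1.64]. SOX2 stood at −1.18 and POU5F1 (ENSG00000204531, chromosome 6, 31164337 to 31180731) at −1.03. The 10 lowest genes included the Nodal antagonist LEFTY2 at −6.43, the metallothioneins MT1M at −5.45, MT1H at −5.08, MT1G at −4.24 and MT1E at −3.79, PRAP1 at −4.54, C9orf135 at −4.49, the glutathione peroxidase GPX2 at −4.46, the cell-death gene HRK at −3.86 and the galectin LGALS3 at −3.84.

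Mesoderm genes were higher in part of their lists. TBXT, the brachyury gene of the primitive streak (ENSG00000164458, chromosome 6, 166157656 to 166168700), had 316 UMIs in hiTS and 8 in nES cells, 4.89 [4.06 to 6.28], and the WNT target SP5 stood at 4.91. The primitive streak list had a median of 1.28 [0.19 to 1.81], with 7 of 13 higher and 5 lower, among them NODAL at −2.22 and WNT3 at −1.09. Counting only members with 100 UMIs gave a median of −0.78, so the direction of this list depended on its low genes. The extra-embryonic mesoderm list stood at 2.06 with 7 of 8 higher, led by the interferon-inducible surface protein BST2 at 5.01, while VIM, the mesenchymal filament vimentin, stood at 1.15 [0.39 to 2.07] on 49 and 18 UMIs. Only BST2 in this list reached 20 CPM in control hiTS or control nES cells, so the median rests on low genes. Fibroblast genes stood at 1.24, amnion genes at 1.26 over 5 measured members, primitive endoderm genes at −0.18 and 8-cell-like genes at 0.05. For the matrix and amnion gene TNC there were 11 and 2 UMIs, 1.75 [0.02 to 5.43]. The other genes among the 10 highest were the immune surface protein CD48 at 6.35, the hyaluronan link protein HAPLN1 at 4.10, the immediate early gene FOS at 4.05, PRTG at 3.82, PALM2-AKAP2 at 3.77, the retinol carrier RBP1 at 3.57, the replication-associated PCLAF at 3.26, TXNIP at 3.14 and MARCKS at 3.01.

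HIF targets had a median of 1.05 [0.88 to 1.17], with 14 of 22 higher and 1 lower, and glycolysis genes 0.35 [0.30 to 0.44], with 8 of 20 higher and 0 lower. The glucose transporters SLC2A3 and SLC2A1 stood at 2.26 and 2.02, lactate dehydrogenase LDHA at 1.44 and the lactate exporter SLC16A3 at 2.55. The TCA cycle list lay at −0.04, with 2 of 21 higher and 3 lower, among them the mitochondrial isocitrate dehydrogenase IDH2 at 2.76 and its NAD-dependent relative IDH3A at −0.64. Pyruvate and acetyl-CoA supply lay at −0.07, oxidative phosphorylation at −0.17, fatty acid synthesis at 0.42 and cholesterol synthesis at 0.32. YAP targets stood at 1.48 with 6 of 8 higher, among them F3 at 2.62 and AMOTL2 at 2.56, and apical polarity and junction genes at 0.35, with E-cadherin (CDH1) at 1.01. ATF4 targets had a median of −0.50 with 10 of 20 lower and 1 higher, endoplasmic reticulum stress genes −0.44 with 5 of 10 lower, and histone acetyltransferases −0.40 with 2 of 11 lower. Medians closer to 0 were seen for histone deacetylases (−0.23), DNA methylation genes (−0.20), α-ketoglutarate-dependent demethylases (−0.02), NRF2 targets (0.04), p53 targets (0.04), immediate early genes (0.34), S genes (0.19) and G2/M genes (0.28). Mitochondrially encoded genes, a sign of RNA quality, were at 0.18 and heat shock genes at −0.27.

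The second comparison asked what 24 h of dm-αKG did in naive medium. Targets of p53, the damage-responsive transcription factor, were higher in treated nES cells. Core pluripotency and trophoblast genes were lower over whole cultures. Within the naive-epiblast-like clusters, which held most nES cells, trophoblast genes were not lower as a list. The p53 list had a median log2 ratio of 1.30 [1.22 to 1.40], with 9 of 12 members higher and 0 lower. The core pluripotency list stood at −0.73 [−0.81 to −0.66], with 10 of 13 lower and 0 higher, and the TE and trophoblast list at −1.03 [−1.12 to −0.83], with 11 of 16 lower and 1 higher. Treated cells were also shallower, fewer passed the filters, and the medians of mitochondrially encoded genes (−0.42, 5 of 13 lower) and heat shock genes (−0.71, 7 of 9 lower) were lower in them.

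GDF15, a stress-induced secreted factor (ENSG00000130513, chromosome 19, 18374731 to 18389176), had 167.6 CPM with dm-αKG and 21.8 CPM without, 2.94 [2.83 to 3.06]. CDKN1A, which encodes the cell-cycle inhibitor p21 (ENSG00000124762, chromosome 6, 36676460 to 36687337), had 48.3 against 9.97 CPM, 2.27 [2.10 to 2.46]. Next came the mitochondrial reductase FDXR at 1.76, the stress-response gene SESN1 at 1.44 and MDM2, which encodes the p53 ubiquitin ligase (ENSG00000135679, chromosome 12, 68808177 to 68845544), at 1.38 [1.32 to 1.45]. PMAIP1, a pro-apoptotic p53 target outside the list, stood at 1.35. GDF15 also belonged to the ATF4 list and to the early epiblast genes, and without it the p53 list had a median of 1.21 with 8 of 11 higher. ATF4 targets had a median of 0.24 (5 of 20 higher, 1 lower), with DDIT3 at 1.31, ATF3 at 1.02 and TRIB3 at 0.72. NRF2 targets stood at 0.50 with 6 of 12 higher and 2 lower, among them the ferritin chain FTL at 0.74 and the glutathione-synthesis subunit GCLM at 0.74.

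KLF3, PRAP1 and GDF15 were all higher (1.24, 1.28 and 2.94). The study chose this list on these samples, so it is not independent evidence of a direction. Among core pluripotency genes PRDM14 stood at −1.29, DPPA2 at −1.18, SALL4 at −0.99, SOX2 at −0.94 and NANOG at −0.73 [−0.81 to −0.66], whereas POU5F1 was at 0.12 [0.10 to 0.15]. Naive genes had a median of −0.35, with 6 of 16 lower and 0 higher, among them KLF17 at −2.45 [−2.86 to −2.10], FGF4 at −1.21, DPPA5, an RNA-binding naive marker, at −0.90 and KLF4 at −0.49. The late epiblast list lay at −0.16 [−0.60 to 0.02], with CD24 at −1.98. Primitive streak genes were at 0.21, extra-embryonic mesoderm genes at −0.46 and fibroblast genes at 0.44 over 5 measured members. VIM had 66 UMIs in treated and 18 in control cells, of which 62 and 13 came from 3 cells each. TNC had 1 and 2 UMIs and was given no ratio.

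The control culture held a small TE-like population with most of its UMIs of CCKBR, NR2F2 and HAND1 (672 of 682, 384 of 401 and 2283 of 2448). The G-protein-coupled receptor CCKBR, a polar TE marker (ENSG00000110148, chromosome 11, 6259806 to 6272127), had 8 UMIs with dm-αKG and 682 without, −5.68 [−7.07 to −4.86]. The nuclear receptor NR2F2 (ENSG00000185551, chromosome 15, 96325938 to 96340263) stood at −3.18 [−3.82 to −2.68], HAND1 at −3.15, KRT19 at −1.46, GATA3 at −0.97 [−1.15 to −0.80] and GATA2 at −0.38, whereas CDX2 was at 0.67 [0.36 to 0.99]. The polar TE list had a median of −1.14 [−1.44 to −0.93], with 16 of 22 lower and 2 higher, and the mural TE list 0.04, with 5 of 25 on either side. Extravillous genes stood at −0.86, cytotrophoblast genes at −0.54 and syncytiotrophoblast genes at −0.50 over 2 measured members. The sign of these turned with the UMIs asked of a member, to 0.37 and 0.08 for extravillous and cytotrophoblast genes at 100 UMIs and to 0.02 and 0.54 for cytotrophoblast and syncytiotrophoblast genes with no minimum. Lower medians were also seen for amnion genes (−1.57 over 3 measured members), primitive endoderm genes (−0.64) and 8-cell-like genes (−2.38 over 3 measured members). Within naive-epiblast-like cells alone, held mostly by cluster 1 in the control and cluster 2 with dm-αKG, the TE list had a median of 0.07, with 5 of 14 members higher and 6 lower. There GATA3 was at 1.75 and GATA2 at 2.37, so the direction for both turned with the cells compared. NR2F2 stood at 0.32 [−0.79 to 1.40] on 15 and 17 UMIs, with no direction at this depth. The p53 median stayed at 1.29 and the core pluripotency median at −0.80 in those cells.

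HIF targets stood at 0.59 [0.42 to 0.72], with 12 of 22 higher and 1 lower. They included SLC2A1 at 1.52, DDIT4, an inhibitor of mTOR signalling, at 1.21, the collagen prolyl hydroxylase P4HA2 at 1.12 and PDK1, the kinase that holds back pyruvate entry into the TCA cycle (ENSG00000152256, chromosome 2, 172555373 to 172608669), at 1.07 [0.76 to 1.39]. Glycolysis genes as a list were at −0.01, TCA cycle genes at 0.11 with 4 of 21 higher and 0 lower, pyruvate and acetyl-CoA supply at 0.14 and oxidative phosphorylation at 0.13. G2/M genes had a median of −0.44 [−0.48 to −0.41], with 20 of 54 lower, 1 higher and 33 between, and S genes −0.17, with 9 of 43 lower, 2 higher and 32 between. HMMR and CENPE, both used in mitosis, stood at −1.45 and −1.17. DNA methylation genes were at −0.39 with 3 of 8 lower, among them the maintenance cofactor UHRF1 at −1.23 and DNMT3B at −0.89. Endoplasmic reticulum stress genes were at −0.40, with SDF2L1 at −1.13. Chromatin enzyme lists were close to 0, at 0.14 for histone acetyltransferases, −0.02 for histone deacetylases and 0.09 for the demethylases that use α-ketoglutarate. The remaining medians were −0.13 for cholesterol synthesis, −0.16 for fatty acid synthesis, 0.15 for immediate early genes, 0.02 for polarity and junctions and −0.19 for YAP targets.

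The other genes among the 10 highest were GPRC5A at 1.43, CCNB1IP1 at 1.35 and CAVIN1 at 1.33. Besides HAND1 and CD24, the 10 lowest held the neurofilament gene NEFH at −2.07, the BMP target ID1 at −1.61, DANCR at −1.59, CSRP2 at −1.56, the fatty acid carrier FABP7 at −1.55, the splicing factor HNRNPM at −1.55, the inducible chaperone HSPA1A at −1.47 and TRIM60 at −1.46. These are differences between 2 cultures, and culture and treatment cannot be separated. Among cells with at least 20000 UMIs and at most 6% mitochondrial counts, a restriction added after the data were seen, the p53 median was 1.45 and the core pluripotency median −0.72.

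**Figure D1:**
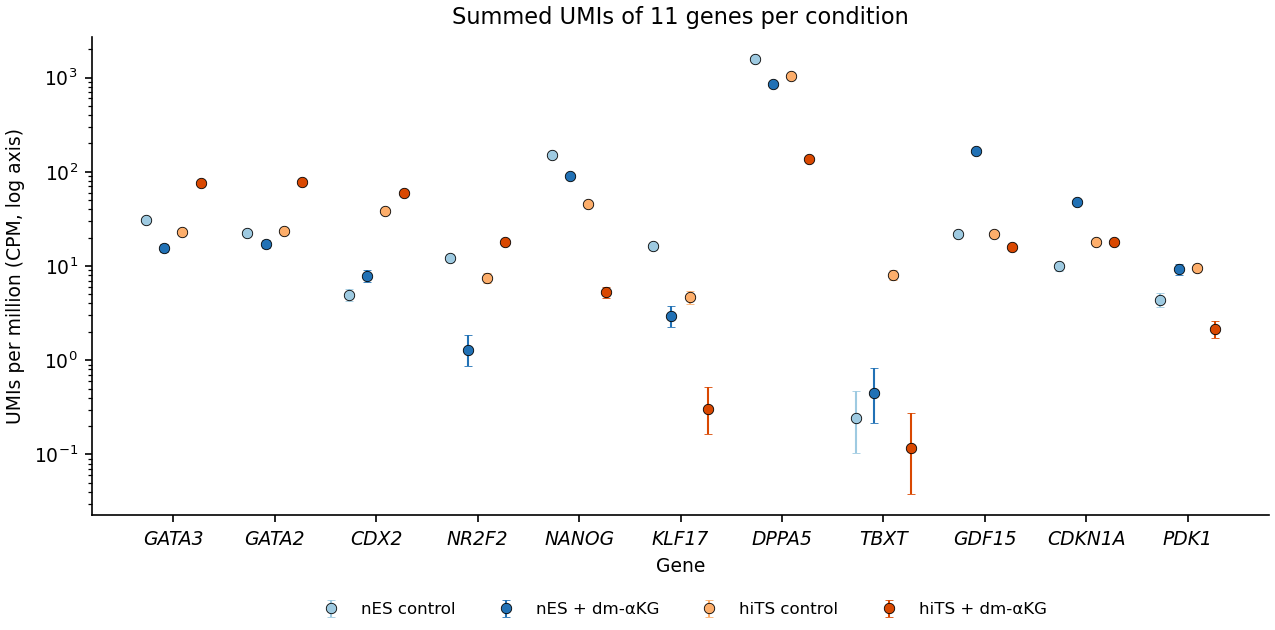
CPM of summed UMIs (vertical log axis) of 11 genes (horizontal axis) in control nES, treated nES, control hiTS and treated hiTS cells, 1 culture each, with exact 95% Poisson intervals for counting error as bars. GDF15 stands at 167.6 CPM in treated nES cells against 21.8 in control nES cells, and GATA3 at 76.2 CPM in treated against 23.1 in control hiTS cells.

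The third comparison asked whether the 24 h exposure before hiTS medium altered the cells found 72 h later. Trophoblast genes were higher in hiTS cells from treated nES cells, and pluripotency, late epiblast and primitive streak genes were lower. The TE and trophoblast list had a median log2 ratio of 0.80 [0.71 to 0.87], with 12 of 16 members higher and 0 lower. Core pluripotency stood at −1.43 [−1.49 to −1.39] with 9 of 13 lower, naive pluripotency at −0.96 [−1.20 to −0.88] with 11 of 16 lower, and neither had a member higher. The late epiblast list lay at −0.87 [−1.63 to −0.74] with 10 of 15 lower and 3 higher, and the primitive streak list at −1.92 [−2.53 to −1.21] with 8 of 14 lower and 3 higher.

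GATA3 had 76.2 CPM in treated and 23.1 CPM in control hiTS cells, 1.72 [1.61 to 1.83], and GATA2 1.75 [1.64 to 1.86]. The efflux transporter ABCG2 stood at 1.42, NR2F2 at 1.27 [1.07 to 1.47], HAND1 at 0.91 and CDX2 at 0.62 [0.53 to 0.71]. The polar TE list was at 0.82 [0.57 to 0.92], with 13 of 20 higher and 1 lower, among them the adhesion protein TENM3 at 1.27 and the amino acid transporter SLC38A1 at 1.02. The mural TE list was at 0.67 [0.63 to 0.77], with 16 of 25 higher and 2 lower, among them the calcium-binding proteins S100A6 (ENSG00000197956, chromosome 1, 153534599 to 153536244) at 2.08 and S100A16 at 1.84, the endocytic receptor LRP2 at 1.56 and, lower, GPRC5A at −1.64. Cytotrophoblast genes were at 0.15, extravillous genes at −0.08 and syncytiotrophoblast genes at −0.54 over 3 measured members, or 0.42 when members needed 100 UMIs. The other genes among the 10 highest were the ERK phosphatase DUSP6 (ENSG00000139318, chromosome 12, 89347235 to 89352501) at 2.10, S100A14 at 1.77, FRMD4B at 1.72, the homeobox gene MSX1 at 1.61, the hyaluronan synthase HAS2 at 1.55 and SMTNL2 at 1.54.

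TBXT had 5 UMIs in treated and 316 in control hiTS cells, −5.83 [−7.72 to −4.85], SP5 stood at −4.09 and NODAL at −3.70. The chromatin-associated stem-cell gene UTF1 was at −3.93, KLF17 at −3.82 [−4.86 to −3.11], the Nodal co-receptor TDGF1 at −3.40, NANOG at −3.12 [−3.33 to −2.92] (5.25 against 45.7 CPM), SOX2 at −3.05, DPPA5 at −2.92, KHDC3L at −2.92 and POU5F1 at −1.43. The remaining genes among the 10 lowest were the glutathione transferase GSTT2B at −3.47, BST2 at −3.02, RBP1 at −2.31, CD48 at −2.23, the neuropeptide gene GAL at −2.20 and VASH2 at −1.96. Extra-embryonic mesoderm genes were at −0.92 with 4 of 8 lower, fibroblast genes at −0.30, amnion genes at −0.16, primitive endoderm genes at 0.11 and 8-cell-like genes at −2.97 over 5 measured members. VIM had 20 and 49 UMIs, −1.36 [−2.23 to −0.62], of which 14 and 6 came from 3 cells each, and TNC 28 and 11. Among TE-like cells alone the primitive streak list stood at 0.23 [−0.29 to 0.65], with 3 of 10 measured members higher and 3 lower. SOX2 stood at 0.49 [−0.02 to 1.07] there and VIM at 0.94 [−0.39 to 3.20]. TBXT and SP5 stayed lower in treated TE-like cells, TBXT with 2 against 11 UMIs and SP5 with 1.55 against 5.37 CPM.

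HIF targets had a median of −0.45 [−0.55 to −0.28], with 9 of 21 lower and 3 higher. PDK1 stood at −2.14 [−2.50 to −1.82], the mitophagy receptor BNIP3 at −0.91 and LDHA at −0.62, while ADM was at 0.74. Glycolysis genes were at −0.19, ATF4 targets at −0.27 with 4 of 20 lower, and oxidative phosphorylation at −0.10. The TCA cycle list was at −0.02, with 1 of 21 on either side (ACO1, the cytosolic aconitase, at 1.17 and SUCLA2 at −0.65). Polarity and junction genes stood at 0.25 with 5 of 21 higher and 0 lower, among them AMOT at 1.26 and CLDN4 at 0.92. Fatty acid synthesis was at 0.28 and NRF2 targets at 0.25. The p53 list, at 1.30 in treated nES cells, was at −0.01 here with 0 of 11 higher, and the early epiblast genes chosen by the study were at 0.11. The demethylase TET2 stood at 1.29, the demethylases as a list at −0.08, DNA methylation genes at 0.07, histone acetyltransferases at −0.02 and deacetylases at −0.12. Medians within 0.14 of 0 were also seen for pyruvate and acetyl-CoA supply (−0.12), cholesterol synthesis (−0.07), immediate early genes (−0.12), YAP targets (−0.14), endoplasmic reticulum stress (−0.03), heat shock (−0.03), mitochondrially encoded (0.06), S (−0.02) and G2/M genes (0.01). Among TE-like cells alone the TE median was 0.08 [0.02 to 0.15], so the value for whole cultures depended on which cells each culture held.

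**Figure D2:**
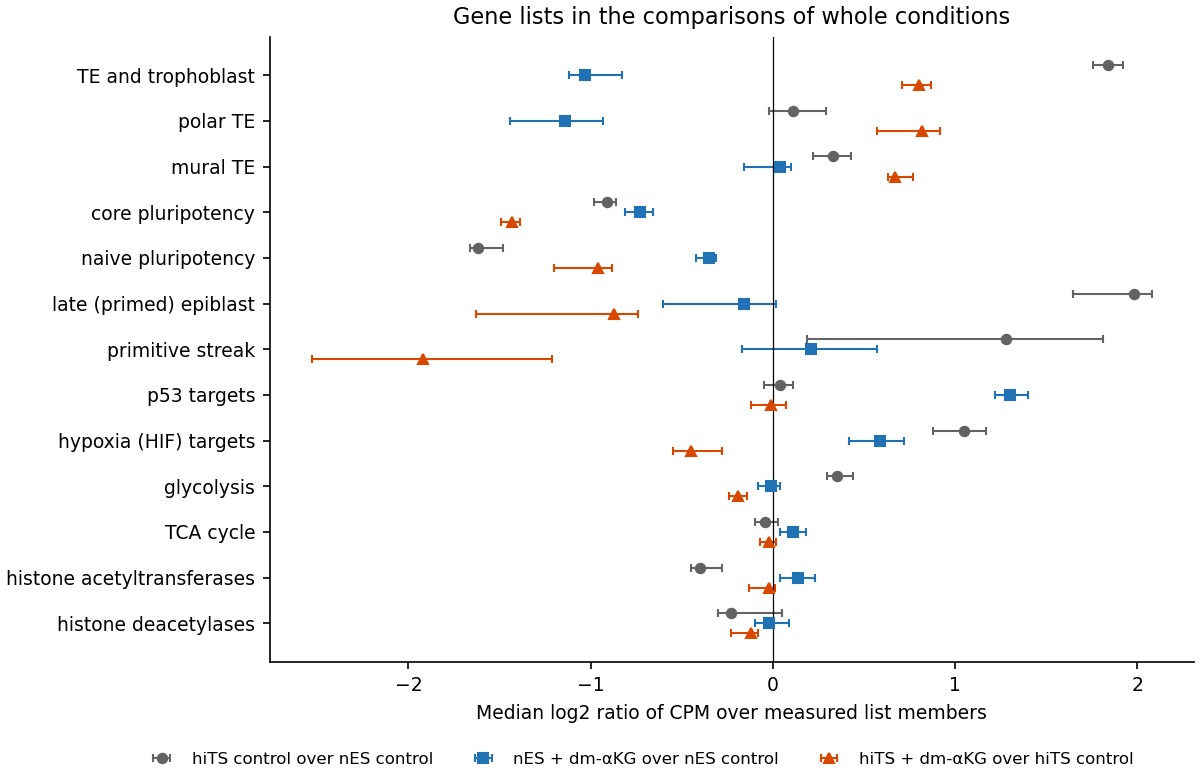
Median log2 ratio of CPM over measured members (horizontal axis) for 13 gene lists (vertical axis) in the comparisons hiTS control over nES control, nES with dm-αKG over nES control and hiTS with dm-αKG over hiTS control, with 95% ranges from Poisson redraws of the counts as bars. In these comparisons of whole cultures, which differ in the cell classes they hold, the TE list stands at 1.84, −1.03 and 0.80, and the p53 list at 0.04, 1.30 and −0.01.

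Clustering all cells together placed nES and hiTS cells apart. Clusters 3, 4, 6 and 8 were TE-like and together held 690 cells of the control hiTS culture and 1618 of the treated one, with cluster 8 adding 1 control cell. That was 43.8% [41.3 to 46.2] of control and 94.6% [93.4 to 95.6] of treated hiTS cells, 50.81 percentage points apart [48.05 to 53.48]. Cluster 5, whose leading gene was SP5, held 43.6% [41.2 to 46.1] of control and 0.877% [0.492 to 1.44] of treated hiTS cells, a difference of −42.75 points [−45.27 to −40.22]. With 688 control and 15 treated hiTS cells, cluster 5 was mostly 1 culture and may stand for that culture rather than a cell type. The 10 leading genes of cluster 5 held 1 primitive streak marker and 0 late epiblast markers, so it was not called late-epiblast-like and stands by its number in place of that class. The leading genes were ranked against all other clusters, nES clusters included. Control cells of cluster 5 were also set against TE-like control hiTS cells. Core pluripotency genes had a median of 2.06 (10 of 13 higher) and naive genes 1.27 (12 of 16 higher). Late epiblast genes stood at 1.76 (9 of 14 higher, 3 lower) and primitive streak genes at 3.29 (10 of 11 higher). Unthinned, 78.2% of these cluster 5 cells held a NANOG UMI and 25.7% a TBXT UMI. Cluster 7, led by CD48 and the coagulation factor F3, met the naming rule for late epiblast but was left unnamed on a ground set after the clusters were seen. It held 12.4% of control and 4.44% of treated hiTS cells. The size of these differences moved with the clustering, down to 42.63 points for TE-like cells with 30 principal components, and its direction did not.

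**Figure D3:**
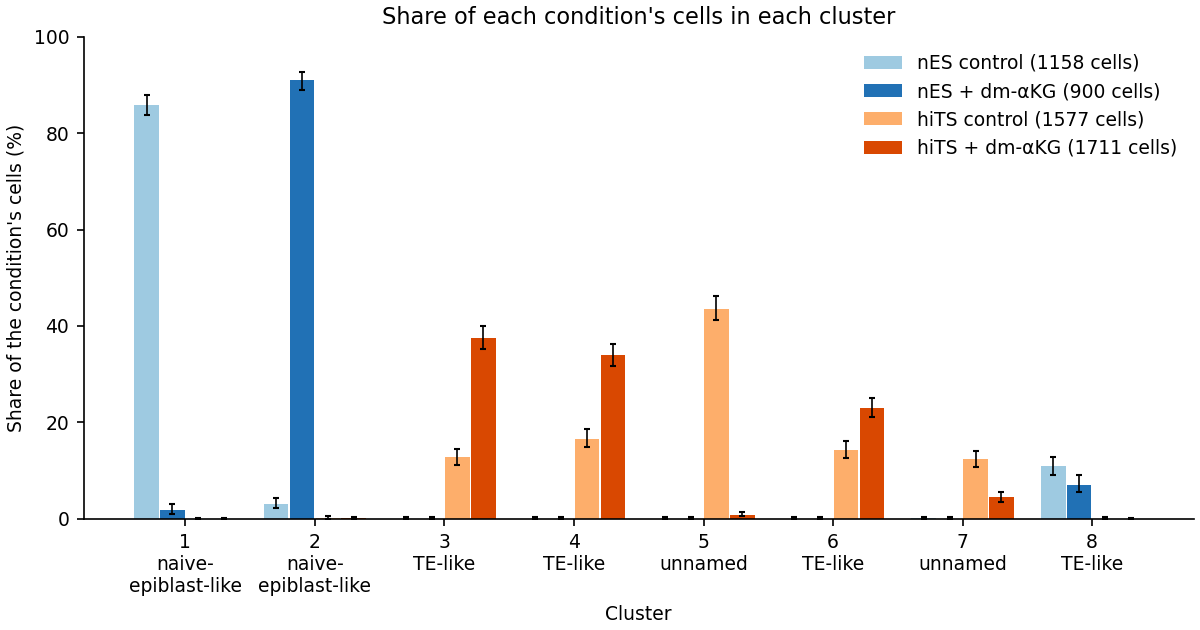
Share of each condition's cells (vertical axis, percent) in each of 8 clusters (horizontal axis) for control nES (1158 cells), treated nES (900), control hiTS (1577) and treated hiTS cells (1711), with exact 95% Clopper-Pearson intervals for counting error as bars. Cluster 5 takes 43.6% of control and 0.877% of treated hiTS cells, and clusters 1 and 2 take 85.9% of control and 91.0% of treated nES cells, respectively.

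In nES cells, the naive-epiblast-like class took 89.0% [87.1 to 90.8] of control and 92.9% [91.0 to 94.5] of treated cells, almost wholly as cluster 1 in the control and cluster 2 with dm-αKG. Each of these clusters was mostly 1 culture and may stand for that culture rather than a cell type, so their sizes were not compared. The TE-like cluster 8, led by CCKBR and NR2F2, took 10.9% [9.15 to 12.8] of control and 7.11% [5.52 to 8.99] of treated nES cells.

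GATA3 was then followed in single cells after thinning to 7000 UMIs. A GATA3 UMI was found in 33.2% [31.0 to 35.5] of treated and 11.7% [10.1 to 13.4] of control hiTS cells, 21.53 points apart [18.73 to 24.29], or 9.17 points when 2 UMIs were asked for. In naive-epiblast-like control cells, which should lack it, the share was 0.582% (6 of 1031 cells, median 25972 UMIs before thinning). Without thinning the hiTS shares were 63.4% and 28.2%, and the naive background 4.37%. In nES cells the thinned share was 7.60% in the control and 5.78% with dm-αKG, and the unthinned share 12.9% and 15.6%. No order was read between the nES conditions, since the unthinned shares ran against the CPM. A KLF17 UMI was found in 11.3% of control and 2.11% of treated nES cells, and in 2.66% of control and 0.234% of treated hiTS cells. Unthinned, these were 32.2%, 6.67%, 8.81% and 0.760%. TE-like control hiTS cells, the background for KLF17, had 0 of 690 (median 24622 UMIs), which allows a share of up to 0.435%, so the thinned treated hiTS share was within background, while the unthinned share lay above the same limit. A TBXT UMI was found in 65 of 1577 control hiTS cells (4.12%) and in 0 of 1711 treated ones, which allows up to 0.175% of cells with a UMI at this depth and sets no limit on cells that express the gene. The naive background for TBXT was 0.0970% (1 of 1031 cells). The nES control, which contains those cells, had 0.0864% and treated nES cells had 0.222%, inside the background's interval of 0.00246% to 0.539%. Unthinned shares for TBXT were 12.5% and 0.292% in hiTS cells, 0.605% and 1.11% in nES cells, and 0.679% in the background.

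The trophoblast score described how uniform each culture was. Its mean was −0.628 (SD 0.420 over cells) in control and −0.462 (SD 0.287) in treated nES cells, and 0.006 (SD 0.493) in control and 0.480 (SD 0.229) in treated hiTS cells. The SD in hiTS cells was thus lower by 0.264 with dm-αKG, and 20 repeats of the thinning put the difference between −0.273 and −0.259. Without thinning the 4 SDs were 0.424, 0.275, 0.496 and 0.200. Among TE-like hiTS cells the means were 0.442 (SD 0.215) in the control and 0.507 (SD 0.185) with dm-αKG.

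**Figure D4:**
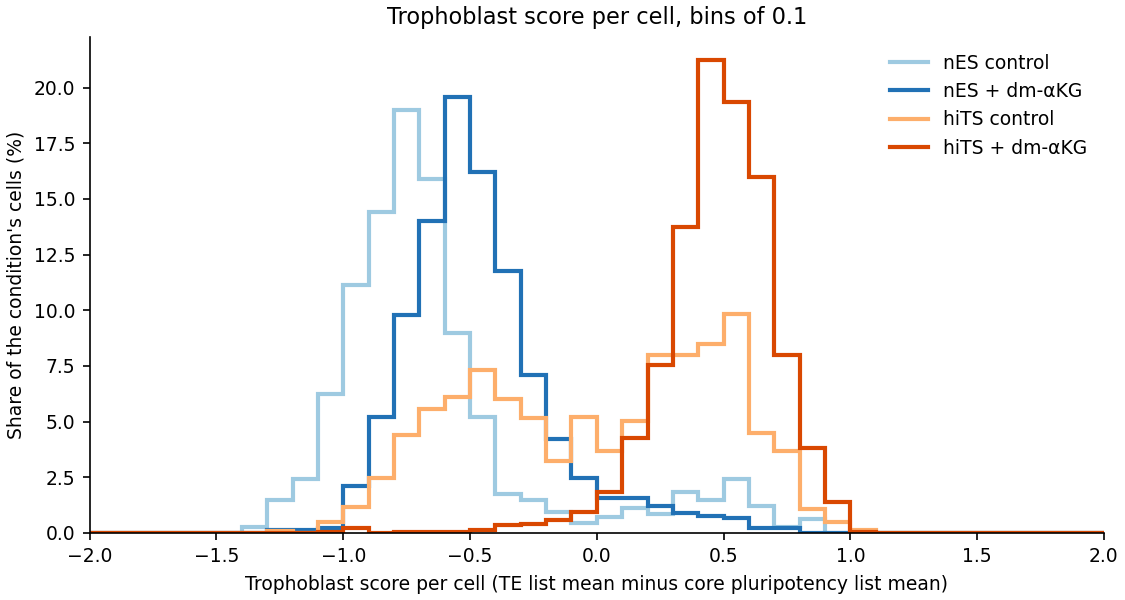
Distribution of the trophoblast score per cell (horizontal axis, TE list mean minus core pluripotency list mean of log1p UMIs per 10000, after thinning) as the share of each condition's cells in percent (vertical axis) for control and treated nES and hiTS cells, 1 culture each. The control hiTS line spreads over both ends (SD 0.493), whereas the treated hiTS line forms 1 peak around its mean of 0.480 (SD 0.229).

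The last comparison asked whether treated and control TE-like hiTS cells differed from each other. The median of mural TE genes was higher in the 1618 treated than in the 690 control TE-like cells and that of HIF targets was lower, with most members of both lists within 0.5 of 0. The mural TE list had a median of 0.39 [0.26 to 0.47], with 10 of 25 higher and 1 lower, at percentile 100 of matched lists. The polar TE list was at 0.03 [−0.10 to 0.22], with 3 of 20 higher and 4 lower, and the TE list at 0.08 with 5 of 16 higher. HIF targets were at −0.32 [−0.50 to −0.26] with 9 of 20 lower and 0 higher.

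Of mural genes, S100A6 stood at 1.36 [1.25 to 1.46], S100A16 at 1.00 and the stem-cell surface glycoprotein PROM1 at 0.82, and GPRC5A at −1.26 was the lower one. GATA3 stood at 0.82 [0.71 to 0.93] (79.5 against 45.0 CPM), GATA2 at 0.81 and ABCG2 at 0.62, while CDX2 was at −0.01 [−0.11 to 0.10] and NR2F2 at 0.34 [0.14 to 0.55]. Of polar genes, TENM3 was at 0.80 and the matrix protein TINAGL1 at −0.62. The other genes among the 10 highest were DUSP6 at 1.12, FRMD4B at 1.02, the neurexin relative CNTNAP2 at 0.98, the laminin chain LAMA1 at 0.90, S100A14 at 0.88, the intestinal homeobox gene CDX1 at 0.87, GNA12 at 0.84 and the calcium pump ATP2B1 at 0.83. PDK1 stood at −1.49 [−1.92 to −1.07], BNIP3 at −0.69 and LDHA at −0.64, and glycolysis genes as a list at −0.13 with 4 of 20 lower. Besides GPRC5A, the 10 lowest were the granzyme inhibitor SERPINB9 at −1.29, TMEM141 at −1.21, EFHD1 at −0.99, TMEM154 at −0.94, the naive surface marker SUSD2 at −0.88, the kinase SGK1 at −0.85, CAMK2N1 at −0.85, ID2 at −0.80 and the cytokine-signalling inhibitor SOCS1 at −0.78. UMIs of pluripotency genes were found in both groups, and the part that free RNA from other cells of the lane gave was not measured. POU5F1 had 145.6 CPM in treated and 225.6 CPM in control TE-like cells, −0.63, and DPPA5 88.0 and 147.4 CPM, −0.74, above GATA3 in either group. NANOG had 3.32 and 5.26 CPM, and the core list had a median of −0.13 and the naive list −0.22. TBXT had 2 and 11 UMIs, −3.13 [−6.81 to −1.40], and KLF17 had 11 and 0 UMIs, at least 1.67-fold higher. The p53 list was at 0.05 with 0 of 11 higher.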

Values the study reported

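For this experiment the study reported 8,316 called cells, of which 7,001 were assigned to a single hashtag. After its filters it kept 1,158 nES cells, 900 nES cells with dm-αKG, 1,577 hiTS cells and 1,711 hiTS cells with dm-αKG, 5,346 in all. On a reference of human early development it placed 91.4% of the treated and 41.9% of the control hiTS cells with the TE. It placed 82.6% of control and 87.6% of treated nES cells with the early epiblast. The share of nES cells related to embryonic day 6 or earlier was given as 43.7% with dm-αKG and 22.6% in controls.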

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

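Of the tests given here, the one of free RNA as the whole source of GATA3 and GATA2 was chosen only after its result was known. Several gene groups and genes lay on opposite sides of 0 for dm-αKG in nES and in hiTS cells, and the difference between these effects was not tested, since each rests on 1 culture per condition.

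The TE and trophoblast list had a median log2 ratio of −1.03 in nES and 0.80 in hiTS cells. For the polar TE list the medians were −1.14 and 0.82. HIF targets stood at 0.59 in nES and −0.45 in hiTS cells. Fibroblast genes stood at 0.44 and −0.30, with 5 and 7 members measured. Among single genes, GATA3 was at −0.97 in nES and 1.72 in hiTS cells, and NR2F2 at −3.18 and 1.27. These values depended on the cells compared. In TE-like hiTS cells alone the TE list was at 0.08 and the polar TE list at 0.03, while HIF targets stayed at −0.32. In naive-epiblast-like cells alone GATA3 was at 1.75 and NR2F2 at 0.32 [−0.79 to 1.40]. PDK1 was at 1.07 and −2.14, and VIM at 2.38 and −1.36. The VIM values rest on few cells, with 62 of 66 UMIs of treated nES cells and 14 of 20 of treated hiTS cells in 3 cells each. In nES cells below 7000 UMIs, which the comparisons left out, p53 targets had a median of 0.23 [0.05 to 0.66] in 291 treated over 46 control cells. Of 10 measured members 2 were higher and 0 lower, and the median lay at percentile 98.06 of matched lists. The sums held only 677415 and 104117 UMIs, and the median over all genes with 20 UMIs was −0.19. The size of this value therefore cannot be set against that in kept cells.

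Within naive-epiblast-like cells, held mostly by cluster 1 in the control and cluster 2 with dm-αKG, GATA3 and GATA2 summed stood at 2.07 [1.73 to 2.44] on 276 and 92 UMIs, opposite to whole nES cultures. Leaving out the 5% of cells richest in other TE genes gave 1.92 [1.56 to 2.32], which argues against a few TE-like cells or doublets as its source. Free RNA from TE-like cells would raise the 20 genes most specific to TE-like hiTS cells as well. Their summed ratio was 0.67 [0.56 to 0.78], below that of GATA3 and GATA2, which argues against free RNA as the whole source. Their median of 0.37 [0.21 to 0.62] lay between the bounds set for it. The 20 genes include the TE genes HAND1 (0.09) and CDX2 (1.32), which transcription could also raise. The sum is weighted to PALM2-AKAP2, at 19.6 against 5.84 CPM. The median and the sum therefore cannot size a contribution. HAND1, PTN, LRP2 and PRTG, at 202.2 to 673.3 CPM in TE-like hiTS cells, had 1.89 to 6.00 CPM in treated naive-epiblast-like cells. PALM2-AKAP2, at 230.7 CPM there, went the other way. GATA3 had 45.0 CPM in control and 79.5 CPM in treated TE-like hiTS cells, yet 5.95 CPM in treated naive-epiblast-like cells. For GATA3 this argues against free RNA as the main source, while a smaller part stays open. All conditions shared 1 lane, so free RNA there could reach droplets of treated and control nES cells alike, with median depths of 23332 and 26682 UMIs. Low GATA3 and GATA2 transcription in treated naive cells is a hypothesis that 1 culture per condition here leaves open beside a difference between cultures. By RT-qPCR in biological replicates, the study reported significantly higher GATA3 and CDX2 in treated nES cells. Summed over whole nES cultures here, GATA3 stood at −0.97 and CDX2 at 0.67.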

How the results depend on the processing

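The restriction to nES cells with at least 20000 UMIs and at most 6% mitochondrial counts, and the list whose range is given for each comparison, were chosen only after values had been seen. Of 5306 values under the alternatives, 111 changed sign. For 24 of these the reported value was at least 0.5 from 0 with a range clear of 0, and these are given below, together with GATA2. The other 87 were closer to 0 or had a range that reached it. Outside restriction to 1 cell class, the list medians ran from 1.78 to 1.91 for TE genes in hiTS against nES controls, −0.80 to −0.67 for core pluripotency with dm-αKG in nES cells (naive-epiblast-like cells included), 0.76 to 0.84 for TE genes with dm-αKG in hiTS cells and 0.38 to 0.41 for mural TE genes within TE-like cells. Of 114 list medians, 59 lay outside the central 95% of matched random lists and 50 outside that of unmatched ones. No paired analysis was possible because each condition was a single culture.

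Counting only list members with 100 UMIs put primitive streak genes at −0.78 in hiTS against nES controls, cytotrophoblast genes at 0.08 and extravillous genes at 0.37 in treated nES cells, and syncytiotrophoblast genes at 0.42 in treated hiTS cells. With no minimum, cytotrophoblast genes stood at 0.02 and syncytiotrophoblast genes at 0.54 in treated nES cells. These settings change which members count. Naive-epiblast-like cells alone gave, for dm-αKG in nES cells, 0.07 for the TE list, 0.10 for cytotrophoblast genes, 0.26 for LRP2, 0.09 for HAND1, 0.61 for CLDN4, 1.75 for GATA3, 2.37 for GATA2 and 0.32 for NR2F2, since cluster 8 was left out. TE-like cells alone gave, for dm-αKG in hiTS cells, 0.08 for the TE list, 0.23 for primitive streak genes, 0.08 for F3, 0.49 for SOX2, −0.13 for CD24, 0.94 for VIM, −0.01 for TEAD1, −0.09 for SLC2A3, −0.01 for CDX2, 0.12 for SUCLA2 and −0.10 for CDH1, since clusters 5 and 7 were left out. KLF17 stood at 2.45 there on 11 and 0 UMIs, a value set by the added UMI.

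The difference in TE-like share between treated and control hiTS cells was 46.73 points at resolution 0.3, 42.63 with 30 principal components and 45.03 when cells were split by the higher of 2 marker means, where 440 of 5346 cells lay within 0.2 of the boundary. The difference for cluster 5 was −46.72 points at resolution 0.3 and −50.80 without the 5% of cells with the most UMIs. Resolution 0.3 gave 5 clusters and resolution 1.0 gave 11, against 8 as reported. The cause was not tested. For GATA3-positive cells the difference was 9.17 points when 2 UMIs were asked for, 35.14 without thinning and 26.63 at 10000 UMIs, as the depth per cell sets how many cells show a UMI. The difference in score SD was −0.296 without thinning, −0.279 at 10000 UMIs and −0.212 with the naive list, and the cause was not tested. Depth limits the low transcripts, among them TBXT, VIM and TNC in nES cells, whose sums were 66 UMIs or fewer.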

Other observations

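The tests of p53 targets within naive-epiblast-like cells and of the whole polar TE list among cluster 8 cells with GATA3 were chosen only after the result was seen. Cluster 8, the TE-like nES cells, differed between treated (64 cells, 1775892 UMIs) and control cells (126 cells, 4055045 UMIs). Polar TE genes were lower (−2.47 [−2.89 to −1.98], 15 of 20 lower and 0 higher). CCKBR had 4 and 672 UMIs, −5.88 [−8.08 to −4.84], NR2F2 stood at −3.49, and CYP19A1, the aromatase gene of the placenta, had 0 and 115 UMIs, at least 16.8-fold lower. HAND1 was at −3.99, the imprinted genes H19 and CDKN1C at −3.73 and −3.37, the growth factor PTN at −3.46 and CNTNAP2 at −4.18. Mural TE genes were at −0.07 with 5 of 22 on either side, CDX2 at 1.19 and GATA3 at −0.89. Primitive endoderm genes were at −2.99, or −2.10 with genes at 0 set to their bound, and in part they rest on few control cells. FOXA2 and SOX17 had 42 UMIs each in 8 and 11 of the 126 control cells, and 0 UMIs in treated cells. The p53 list stood at 1.26 with 7 of 11 higher, led by GDF15 at 3.94 and CDKN1A at 3.04. Heat shock genes were at −0.57 and mitochondrially encoded genes at −0.37 in these cells too.

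Among the nES cells below 7000 UMIs and within the mitochondrial limit, the fibroblast collagen gene COL1A1 had 0 UMIs in 291 treated cells and 48 in 46 control cells, and COL3A1 and COL1A2 each had 0 and 32. These UMIs lay in 2 control cells per gene, so no ratio was read from them. The feeder cells used to grow nES cells were mouse fibroblasts, and counting was against the human genome. Core pluripotency genes stood at −0.56 in these cells, where the median over all genes with 20 UMIs was −0.19.

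For the higher p53 targets in treated nES cells, damaged cells would have lost the difference among deep cells with few mitochondrial counts. There the median was 1.45 [1.30 to 1.54] in 508 treated and 635 control cells, which argues against them. The median thinned cell held 10 UMIs of the 12 targets with dm-αKG and 6 without, a ratio of 1.67, which argues against a few strongly expressing cells. Within naive-epiblast-like cells the median was 1.29 [1.21 to 1.40] and within cluster 8 it was 1.26, so the difference was seen in both. Cluster 8 took 10.9% of control and 7.11% of treated nES cells. That change in share was too small for this to test it as a cause. A p53 response to dm-αKG and a difference between the cultures themselves stay open, and a loss of cells before capture was not tested.

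For the lower polar TE genes in cluster 8, treated cells with little GATA3 would have lost the difference among cells with at least 3 GATA3 UMIs. In 25 treated against 92 control cells of that kind the polar TE list had a median of −2.19 [−2.85 to −1.88], with 16 of 20 lower and 1 higher. This argues against cells under that floor as the only source. The floor does not match GATA3 levels, which were 127.8 CPM in treated and 238.2 CPM in control cells over the whole cluster. A lower GATA3 level among cells above the floor therefore stays open. CCKBR and NR2F2 summed, the value named in advance, stood at −3.92 [−4.78 to −3.31]. An effect of dm-αKG and a difference between the 2 cultures both stay open, since 1 culture per condition does not separate them.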
